A study of Mus musculus with 16 samples. Its data were reported in "Unveiling Tissue‐Specific RNA Landscapes in Mouse Organs During Fasting and Feeding Using Nanopore Direct RNA Sequencing" (2024).

How the data were processed

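Poly(A) RNA of 8 tissues of fed and fasting male C57BL/6 mice was sequenced by the authors as native RNA on nanopore R9.4 flow cells, with 1 library for each tissue and treatment. Each library came from tissue pooled over the mice of 1 treatment. The samples were grouped by the tissue and the treatment that their labels give. The 16 columns of the count table carry the tissue and the treatment in their names and were matched to the labels by these.

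The deposited count table holds counts, that is, whole reads per isoform and library, with no normalization by the authors. Per the study's methods, base calls were aligned to GRCm38 with minimap2, reads with long deletions and reads whose 5' end lay outside open chromatin were removed, and FLAIR was used to correct splice junctions with short reads, to collapse reads into isoforms and to count reads per isoform of a comprehensive annotation. The deposited annotations, 1 comprehensive and 1 for each tissue, hold other values: the 1-based start and end of each transcript and exon on GRCm38, which the authors made from the fed and fasting reads of a tissue together. The deposited BED files list the same isoforms as the annotations and were not used. Of the 74258 isoforms of the comprehensive annotation, 111 have no entry in the count table. No entry lacks a gene and none is 0 in every library.

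The study used release 24 of GENCODE for mouse, and release 21 was used here, so the numbers of isoforms and loci that differ from the reference may be higher than with release 24. Of 19926 multi-exon isoforms that carry a reference transcript name, 99.9% had the intron chain of that transcript in this release. Of 16902 Ensembl gene identifiers, 16888 were found in it without regard to the version number. Poly(A) tail lengths and RNA modification were not analysed here.

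Counts were summed over isoforms for each gene identifier and divided by the assigned reads of the library to give CPM. Depth was 430627 to 983792 reads per library, and the level that a count of 0 allows is 3 reads, 3.05 to 6.97 CPM. Intervals of shares of a library are Wilson intervals, those of inclusion and isoform shares are Clopper-Pearson intervals, and those of log2 fold changes are exact conditional intervals of the ratio of 2 counts, all at 95% and for counting error only. Where a library had 0 reads, the fold was computed against 3 reads and is given as a lower bound.

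For each tissue, transcripts and genes were compared by Fisher's exact test (two-sided) of the reads of the feature against the other reads of the library, and called at p below 0.01 and a log2 fold change of (CPM fasting + 0.01) over (CPM fed + 0.01) beyond 0.5 in size, which are the test and thresholds of the study's methods. With 1 library per group this compares libraries only. The share of the dominant transcript was compared by Fisher's exact test in genes with at least 20 reads in each library, and called at a Benjamini-Hochberg adjusted p below 0.05 and a difference of at least 10 percentage points. Splicing events (exon skipping, alternative splice sites, intron retention) were rebuilt from the intron chains of the comprehensive annotation, since the event tables of the study were not used here; events with at least 10 reads in each library were tested by Fisher's exact test and called at p below 0.01. The number of calls that equal inclusion would give was computed exactly from the hypergeometric distribution of each event, and its spread from 100 draws that dealt the reads of each gene anew to the 2 libraries. The difference between the Tpm1 changes in white adipose and lung was tested by 100000 draws from the conditional distribution under a common odds ratio.

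Recurrence across tissues was tested with edgeR (quasi-likelihood F test, filterByExpr by treatment, TMM) with tissue as a block and treatment as the tested term over the 16 libraries, with 7 residual degrees of freedom, and called at an adjusted p below 0.05. No paired test across mice was possible, since there is 1 pool per treatment. The fit was repeated on 100 of the 128 splits that swap the labels within tissues, where a split and the one with all labels exchanged are the same. Fixed lists of 30 genes that rise and 30 that fall in fasting were scored by their median log2 fold change among genes at 10 CPM or more in either library, against 10000 random lists of the same size drawn from 20 bins of mean expression. Similarity was Pearson's correlation of log2(CPM + 1) over transcripts with at least 10 CPM in any library. Isoforms were compared with the reference by their intron chains.

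Marker lists of 8 genes each were used to look for RNA of other tissues: muscle, liver, adipocyte, brown adipose, heart, spleen, kidney, lung, epididymis, testis, pancreas, seminal vesicle, skin, mammary or glandular epithelium, brain and nerve, red blood cell, macrophage, fibroblast and mesothelium, and intestine. Lists for thymus, oesophagus, pancreatic islet and atrium were added after the counts were seen. Genes found almost only in 1 library were those with at least 90% of their CPM summed over the libraries in it and at least 10 reads. Nuclear copies of mitochondrial genes were found by aligning the transcripts of mitochondrial genes to all reference transcripts with blastn, at 90% identity or more over at least 200 nt, and isoforms with every exon within 1000 nt of such a copy were counted with them.

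The genes named in the text were chosen by a rule: in each tissue, the 3 called genes with the largest rise and the 3 with the largest fall among those at 100 CPM or more in the higher library; the 1 transcript with the largest rise and the 1 with the largest fall by the same rule; the 10 genes with the smallest adjusted p in the fit; the splicing event with the smallest p in each tissue; the genes and transcripts that the study's text names; and the fixed lists. Some results that this rule and the smallest p of the isoform shares select are not reported here. Genes named outside this rule were chosen after their values were seen: Txnip as the gene called in all tissues, the genes of isoform shares, the mitochondrial copies and the genes of contaminating tissues. The lists, this rule, the tests and the alternatives were chosen before the data were examined, except where the text says otherwise.

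The tests were checked on simulated data. In counts drawn from the library means with 200 abundant features per tissue changed 2-fold, the exact test recovered from 196 to 200 of them and called from 67 to 115 unchanged features. These draws held counting error only, with no spread between libraries, so they do not give the rate of false calls in the real comparison. In simulated libraries with a spread between tissues and 4-fold changes in abundant features, edgeR recovered 194 of 200 changed genes and 196 of 200 changed transcripts, and called 9 unchanged genes and 13 unchanged transcripts. For splicing, from 196 to 200 of 200 well-covered events changed by 30 points were recovered, with 0.286% to 0.410% of unchanged events called. Recovery of smaller changes was not simulated.

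The alternatives were adjusted p, a minimum of 10 reads, TMM sizes with an exact binomial test, a pseudocount of 1 CPM, a fold threshold of log2 1, libraries thinned to the shallowest, and edgeR exact tests with an assumed BCV of 0.2 or 0.4 for the calls; stricter read minimums, share thresholds and merged intron chains for isoform shares; 20 reads, adjusted p and thinning for splicing; DESeq2 size factors, DESeq2, no filter, no block and leaving out each tissue for the fit; 50 CPM, TMM and another pseudocount for the lists; genes, Spearman correlation and 1 CPM for similarity; and multi-exon isoforms, read minimums, tolerant splice sites and nested chains for the annotations. Leaving out the mitochondrial copies, the genes found almost only in white adipose fed, and the liver genes in muscle were chosen after seeing the data.

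The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, BLAST+ blastn 2.17.0, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.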

Results

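Poly(A) RNA of 8 tissues of male C57BL/6 mice, which were either fed or fasting, was measured by nanopore direct RNA sequencing (DRS), in which native RNA molecules are read from end to end. The tissues were muscle, liver, white adipose, brown adipose, heart, spleen, kidney and lung. There was 1 library for each tissue and treatment, 16 libraries in all, and each was made from tissue pooled over the mice of that treatment. No value below therefore has a replicate error, and a comparison of the fed and the fasting library of a tissue compares 2 libraries and not the 2 conditions. The count table held 74147 isoforms in 30183 gene identifiers, of which 16902 were Ensembl genes and 13281 were loci named by their position on the mouse genome build GRCm38.

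The libraries held 11006822 assigned reads in all. Their depth ran from 430627 reads (lung fasting) to 983792 reads (muscle fed), a 2.28-fold range. The level that a count of 0 allows, 3 reads, ran from 3.05 to 6.97 CPM, the read count scaled to the assigned reads of the library. All intervals below are 95% intervals of counting error only. Nuclear copies of 7 mitochondrial genes, together with loci within 1000 nt of such copies, took up a large and uneven share of the reads, from 5.23% (95% Wilson interval 5.18 to 5.28) in spleen fasting to 45% (44.9 to 45.2) in heart fasting. The share was 41.1% (41.0 to 41.2) in heart fed, 37.6% (37.5 to 37.7) in brown adipose fed and 37.3% (37.2 to 37.4) in brown adipose fasting. The most abundant of these copies was Gm28437 (ENSMUSG00000101111.1, chromosome 1, 24613189 to 24613971), an unprocessed pseudogene identical over 783 nt to mt-Co3, which held 5.08% of all reads. No isoform of the table lay on the mitochondrial chromosome.

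The first comparison asked whether the libraries grouped by tissue or by treatment. Over 23515 transcripts with at least 10 CPM in any library, the nearest library of each of the 16, by Pearson's correlation of log2(CPM + 1) across transcripts, was the other library of its own tissue. Transcripts are not independent replicates, so no test was made. The correlation between the fed and the fasting library was lowest in white adipose (0.793) and highest in spleen (0.940), and between libraries of different tissues it ran from 0.342 to 0.791. Of the alternatives, the use of genes moved this most: 15 of the 16 libraries then had their own tissue as the nearest, and the exception was white adipose fasting, whose correlation with brown adipose fasting (0.815) was above that with white adipose fed (0.788). Lists of 8 marker genes per tissue had their highest 2 summed levels in the 2 libraries of their own tissue for 7 of the 8 tissues. The exception was again white adipose: the adipocyte list reached 68140 CPM in the fasting library and 16130 CPM in the fed library, below the 19390 CPM of brown adipose fasting.

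The second comparison, the one the study is built on, asked which transcripts and genes differed between the fed and the fasting library of each tissue. A call required an unadjusted p below 0.01 in Fisher's exact test (two-sided) and a log2 fold change beyond 0.5 in size. The number of called transcripts was 3120 in white adipose, 1174 in liver, 868 in muscle, 821 in lung, 643 in kidney, 615 in brown adipose, 453 in heart and 371 in spleen. The number of called genes was 2670 in white adipose, 881 in liver, 724 in lung, 696 in muscle, 551 in brown adipose, 480 in kidney, 420 in heart and 312 in spleen. The alternative that moved these counts most was an edgeR exact test with an assumed biological coefficient of variation (BCV) of 0.4. The BCV here is a spread between libraries of pooled mice, which these data cannot measure within a tissue. That test left from 0 genes in spleen to 463 genes in white adipose.

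The split between higher and lower calls depended on the scaling, most in heart and spleen. The log2 ratio of the TMM size factors of the 2 libraries was -0.12 for transcripts and -0.11 for genes in heart, and -0.12 and -0.10 in spleen, and TMM raised all log2 fold changes by as much. The share of called transcripts that were higher in the fasting library was 50.3% in heart and 67.3% with TMM, and it was 32.6% in spleen and 56.2% with TMM. For called genes it was 47.4% in heart and 62.0% with TMM, and 32.7% in spleen and 51.8% with TMM. The direction of the majority thus changed with the scaling in spleen at both levels and in heart for genes, and it changed for transcripts in white adipose, from 53.75% to 47.0%. In the other tissues TMM moved the log2 values by less than 0.1, and the share of called genes that were higher in fasting was 39.4% in muscle, 44.6% in liver, 49.7% in white adipose, 48.8% in brown adipose, 55.4% in kidney and 47.4% in lung.

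**Figure D1:**
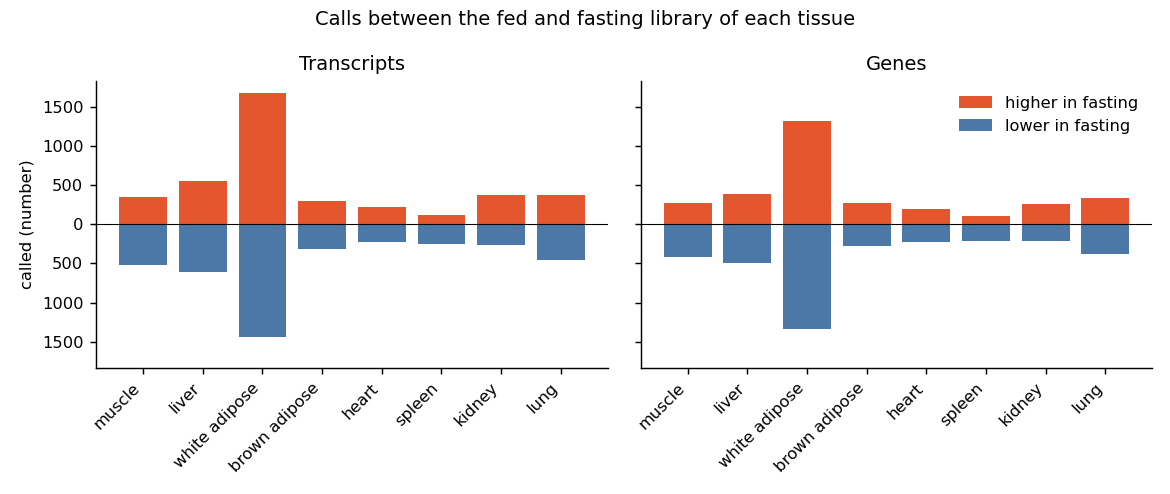
Number of transcripts (left) and genes (right) called between the fed and the fasting library of each tissue, scaled to total assigned reads. Bars above 0 are higher and bars below 0 are lower in fasting; white adipose had the most calls, 3120 transcripts and 2670 genes.

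Most calls were made in 1 tissue only. Of 6225 transcripts called in any tissue, 4944 were called in 1, and of 4973 genes called in any tissue, 3774 were called in 1. Of the 832 genes called in 2 tissues, 551 went in the same direction in both. Txnip, a gene of the fixed list of genes that rise in fasting, was the only gene called in all 8 tissues, and it was higher in fasting in each. Whether a gene called in one tissue and not in another differed between those tissues was not tested.

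In muscle the largest rise was that of Depp1 (ENSMUSG00000048489.12, chromosome 6, 116650609 to 116652794), from 9.15 to 435 CPM (9 against 300 reads, log2 fold change 5.57, exact interval 4.63 to 6.71). Ddit4 rose by a log2 fold change of 4.85 and Pdk4 by 4.71. The largest falls were those of Mup22, Mup17 and Mup16 on chromosome 4, major urinary protein genes that reached 267, 224 and 173 CPM in the fed library and had no read in the fasting library. Mup22 (ENSMUSG00000110439.1) was at least 61.5-fold lower in fasting. A list of 8 liver genes was also much higher in the muscle fed library, at 3601 CPM against 86.9 CPM in fasting.

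In liver the largest rise was that of Apoa4 (ENSMUSG00000032080.6, chromosome 9, 46240696 to 46243459), from 50.5 to 4139 CPM (log2 fold change 6.36, exact interval 5.90 to 6.85). A locus named by position on chromosome 17 (35478305 to 35483014) rose by 5.26, on 3 against 100 reads, with an interval of 3.67 to 7.56. Eif4ebp3 rose by 4.12. The largest fall was that of Ins2 (ENSMUSG00000000215.11, chromosome 7, 142678656 to 142743381), with 112 reads in the fed and 1 in the fasting library (log2 fold change -6.61, exact interval -11.92 to -4.10). A list of 8 exocrine pancreas genes was also lower in the liver fasting library, at 4399 CPM against 15410 CPM. Hsd3b5 followed with -5.29 and Cyp2c70 with -5.04.

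In white adipose Mycl (ENSMUSG00000028654.13, chromosome 4, 122995652 to 123002485) had 64 reads in the fasting and 0 in the fed library, at least 26.0-fold higher. Eif4ebp3 rose by a log2 fold change of 5.98 (3 against 155 reads, exact interval 4.41 to 8.27) and Rbp7 by 5.05. The largest fall was at a locus named by position on chromosome 1 (166503632 to 166503864), with 554 reads in the fed and 0 in the fasting library, at least 151-fold lower. Cryba4 was at least 76.4-fold and C4bp at least 69.6-fold lower. In the same fed library a list of epididymis genes reached 41770 CPM, against 191 CPM in the fasting library.

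In brown adipose Depp1 again rose most, from 7.34 to 596 CPM (log2 fold change 6.34, exact interval 4.98 to 8.23), followed by a locus named by position on chromosome 19 (4061513 to 4066088) with 4.17 and Fbxo31 with 3.27. Scd2 (ENSMUSG00000025203.6, chromosome 19, 44293674 to 44306864) fell most, with a log2 fold change of -4.23 (exact interval -5.90 to -2.94), followed by Pnpla3 with -2.81 and Mylpf with -2.75. Mylpf belongs to a list of muscle genes that was higher in the brown adipose fed library as a whole, at 1337 CPM against 296 CPM. In heart Pdk4 (ENSMUSG00000019577.6, chromosome 6, 5483351 to 5496309) rose from 29.2 to 620 CPM (log2 fold change 4.41, exact interval 3.85 to 5.02), Mt2 also by 4.41 and Ccn2 by 2.97. The largest heart fall was that of Myl7, with 115 reads in the fed and 2 in the fasting library (log2 fold change -4.90, exact interval -7.96 to -3.01). Tuba4a followed with -2.31 and Fbxl22 with -1.87. The atrium list genes Myl4 and Sln were also lower in heart fasting, at 6.04 against 96.98 CPM and 0 against 50.05 CPM. Nppb of the same list went the other way, at 728.9 against 503.7 CPM, and the summed list was 753 against 696.6 CPM.

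Spleen had the smallest named changes. Ddit4 (ENSMUSG00000020108.4, chromosome 10, 59949669 to 59951834) rose by a log2 fold change of 1.78 (75 against 296 reads), Igkv4-59 by 1.56 and Alas2 by 1.49, and Igkv8-28 fell with -1.52, S100a8 with -1.29 and Tuba1a with -1.28. A list of red blood cell genes was also higher in the spleen fasting library, at 118500 against 63400 CPM. The macrophage list went the other way, at 4762 against 6061 CPM. In kidney Cyp4a14 (ENSMUSG00000028715.2, chromosome 4, 115486200 to 115496142) rose by a log2 fold change of 7.09, on 3 reads in the fed library (exact interval 5.53 to 9.37), and Gm15441 by 6.13 on 1 read (exact interval 3.62 to 11.44). Acmsd fell with -3.52, Gm32461 with -2.04 and Hsd3b2 with -1.95. In lung all of the named changes were against 0 reads. Krt13 (ENSMUSG00000044041.4, chromosome 11, 100117327 to 100121566) was at least 31.1-fold, a locus named by position on chromosome 17 (23919095 to 23919440) at least 22.9-fold and Krt4 at least 19.4-fold higher in fasting. Rag1 (ENSMUSG00000061311.6, chromosome 2, 101638282 to 101649501) was at least 21.1-fold, Kap at least 16.2-fold and Ccl25 at least 15.2-fold lower. Lists of thymus and atrium genes were also lower in the lung fasting library, at 9.29 against 470 CPM and 309 against 1917 CPM.

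**Figure D2:**
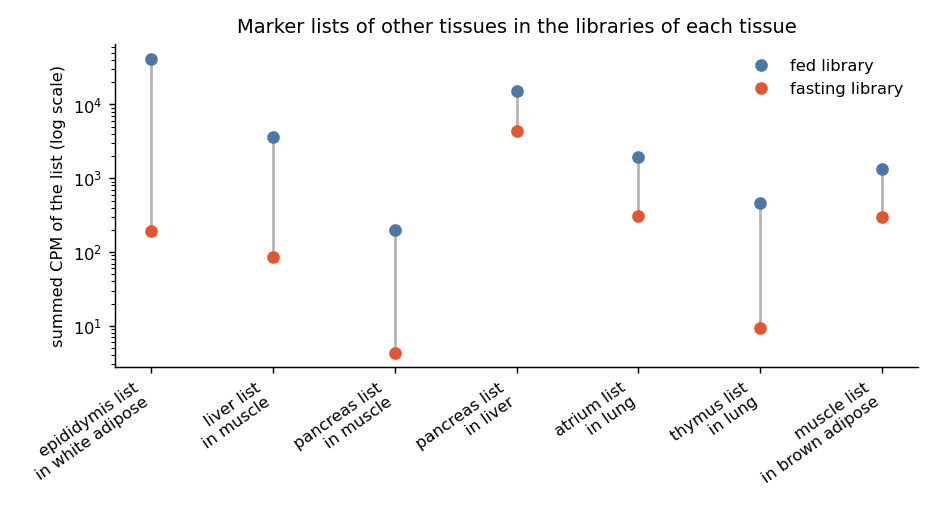
Summed CPM (log scale) of marker lists of another tissue in the fed and the fasting library of white adipose, muscle, liver, lung and brown adipose, joined by a line per list and tissue. Each of the 7 pairs shown was higher in the fed library, and the widest gap was that of the epididymis list in white adipose, at 41770 and 191 CPM. Pairs that went the other way, such as the oesophagus list in lung (5.38 CPM in fed and 85.9 CPM in fasting), are not shown.

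At the transcript level the same rule named the reference isoform of Depp1 (ENSMUST00000067354.9) in muscle and brown adipose, with log2 fold changes of 5.43 and 6.44. The brown adipose value rested on 3 reads in the fed library, with an exact interval of 4.88 to 8.72. In spleen an isoform of Igkv3-2 that carries a read name fell most, with -1.76, and Alas2 isoform ENSMUST00000066337.12 rose most, with 1.80. The other transcripts reported by this rule belonged to genes named above or, for the largest fall in muscle, to Mup7.

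The third comparison asked how often a change was seen at the transcript level alone. Genes with a called transcript but no call at the gene level numbered 192 in white adipose, 142 in kidney, 117 in lung, 112 in liver, 108 in spleen, 91 in brown adipose, 88 in muscle and 79 in heart. Their share among genes with a called transcript ran from 7.49% (white adipose) to 31.4% (spleen). With adjusted p below 0.01 at both levels, the alternative that moved these counts most, they numbered from 6 in heart to 53 in white adipose. Calls in both directions within 1 gene were few, at most 7 genes in a tissue (white adipose). Of the 192 genes in white adipose, 88 had a gene-level p of 0.05 or more, and in liver 34 of 112 did, so part of the difference lay in genes close to the threshold.

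The share of a gene's reads that came from its dominant transcript was then compared with Fisher's exact test over 1350 genes (heart) to 2538 genes (kidney). At an adjusted p below 0.05 and a share difference of at least 10 points, 40 genes were called in white adipose, 8 in liver, 6 in kidney, 6 in lung, 5 in muscle, 2 in brown adipose, 2 in spleen and 1 in heart. A threshold of 20 points, which moved the most of these counts, left 34 in white adipose, 5 in liver and 0 in heart. Genes are named by the smallest p in a tissue, a rule made after the counts were available. The largest of these differences was in Aldh1a1 in white adipose, where ENSMUST00000087638.3 made up 88.7% of 497 reads in the fed library (exact interval 85.6 to 91.4) and 16.8% of 137 reads in the fasting library (10.9 to 24.1). Others were Mgst1 in muscle, Isca2 in brown adipose, Myl12a in heart, Igkv3-2 in spleen, Fxyd2 in kidney and Ccnd3 in lung. Several fed libraries, among them those of white adipose, muscle and lung, held genes of other tissues, as given above. Tissue mixture and fasting were not separated for these shares, that of Aldh1a1 included.

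The fourth comparison concerned alternative splicing. From the intron chains of the comprehensive annotation, 12078 exon skipping events, 9633 alternative 3' splice sites, 7973 alternative 5' splice sites and 15772 retained introns were defined. Between 7453 events (heart) and 13453 events (spleen) had at least 10 reads in each library. At an unadjusted p below 0.01 in Fisher's exact test, 140 events were called in white adipose, 117 in lung, 113 in kidney, 105 in liver, 79 in muscle, 72 in spleen, 41 in brown adipose and 27 in heart. Because the test is discrete, equal inclusion in both libraries would itself give 27.9 calls in white adipose, 23.1 in lung, 32.0 in kidney, 26.4 in liver, 26.4 in muscle, 32.0 in spleen, 17.7 in brown adipose and 16.7 in heart at these read numbers. After adjustment over the events of a tissue at 0.05, the alternative that moved these counts most, 28 passed in liver, 27 in white adipose, 20 in lung, 12 in muscle, 6 in kidney, 2 in brown adipose, 1 in spleen and 0 in heart.

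The event with the smallest p in white adipose was a 20-nt exon of Rps24 (ENSMUSG00000025290.17, chromosome 14, 24495430 to 24495449), included in 32.0% of 385 + 817 inclusion and exclusion reads in the fed library (exact interval 29.4 to 34.7) and in 65.1% of 627 + 336 reads in the fasting library (62.0 to 68.1). In liver it was a retained intron of Asl (ENSMUSG00000025533.15, chromosome 5, 130024097 to 130024293), at 56.6% in the fed (49.9 to 63.1) and 83% in the fasting library (80.5 to 85.3). In muscle it was a 41-nt exon of Tnnt3 (chromosome 7, 142514326 to 142514366), at 34.5% (33.7 to 35.2) and 41.7% (40.9 to 42.6). An exon of Isca2 in brown adipose was included in 56.2% of fed (44.7 to 67.3) and 94.4% of fasting reads (87.4 to 98.2). The named events of spleen and lung were the same alternative 5' splice site of the globin gene Hbb-bs, and that of kidney was an alternative 3' splice site of Kap. Tissue mixture and fasting were not separated for these events either, and the white adipose fed library of the Rps24 event held epididymis genes. The named event of heart, an exon of Ppif, had an adjusted p of 1 and did not pass the correction.

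Tpm1, a gene of actin filament regulation (ENSMUSG00000032366.15), has a pair of 76-nt exons on chromosome 9 whose reads nearly mirror each other. Over all libraries, the exon at 67031951 to 67032026 had 23473 inclusion and 217 exclusion reads. The exon at 67032466 to 67032541 had 211 and 23350. Exclusion of the latter exon may thus mean use of the former, and need not mean plain skipping. Counts of the former exon by tissue are not given here. The study singled out the latter exon, as an exon skipping event. Its inclusion was 32.8% in the white adipose fed library (20 of 61 reads, exact interval 21.3 to 46.0) and 7.14% in the fasting library (3 of 42 reads, 1.5 to 19.5), with a Fisher's exact p of 0.00186 (0.00744 adjusted over the 8 tissues). In lung it was 12.3% in the fed (33 of 268 reads, 8.63 to 16.9) and 37.6% in the fasting library (38 of 101 reads, 28.2 to 47.8), with an exact p of 2.01e-07 (1.61e-06 adjusted). In the other 6 tissues the exact p was 0.088 (spleen) or above. The changes in white adipose and in lung, as log2 odds ratios, were -2.48 and 2.09. Their difference had an exact conditional p of 1e-05, the smallest that 100000 draws can give. With isoforms that carry a reference name only, the exact p was 0.00611 in white adipose and 0.000201 in lung. Without the 39 of 54 Tpm1 isoforms that were found mainly in heart and muscle, lung inclusion was 30.6% in the fed (22.1 to 40.2) and 44.7% in the fasting library (33.9 to 55.9), with an exact p of 0.0511.

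**Figure D3:**
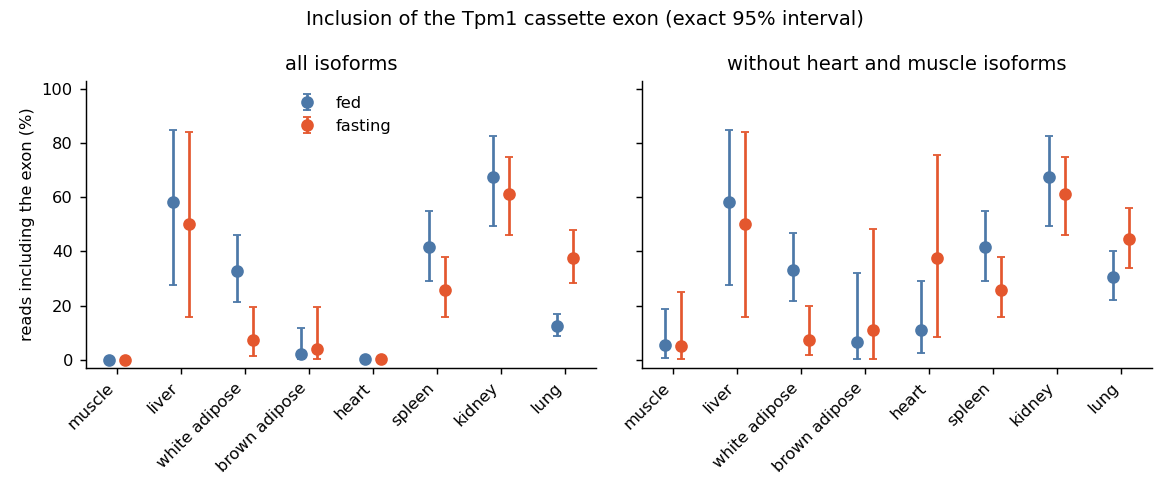
Percentage of reads that include the Tpm1 exon singled out by the study in the fed and fasting library of each tissue, with exact 95% intervals, for all isoforms (left) and without isoforms found mainly in heart and muscle (right). In lung the fed library moved from 12.3% to 30.6% when those isoforms were left out, and in white adipose the values were 32.8% and 7.14% before and 33.3% and 7.32% after.

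The fifth comparison asked which changes recurred across the 8 tissues. Treatment was tested with tissue as a block over all 16 libraries in edgeR, so the spread was that of the fasting change between tissues of the same 2 pools of mice, not between mice. At an adjusted p below 0.05, 51 of 4690 genes changed, 42 higher and 9 lower in fasting, and 50 of 4375 transcripts changed, 44 higher and 6 lower. Without the tissue block, 0 genes and 0 transcripts passed, and 62 genes and 60 transcripts had an unadjusted p below 0.05. The number of genes also depended on single tissues: it was 19 without heart, 23 without kidney and 26 without brown adipose, and the number of transcripts was 27 without brown adipose and 30 without heart.

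The gene with the smallest adjusted p was Pdk4, with a log2 fold change of 3.51 ± 0.39 (SE), an edgeR adjusted p of 0.000703 and a higher level in fasting in 8 of 8 tissues. Ddit4 followed with 2.45 ± 0.29, Txnip with 1.68 ± 0.21, Bnip3 with 1.39 ± 0.19, Sult1a1 with 1.54 ± 0.20, Tsc22d3 with 1.46 ± 0.20 and Angptl4 with 2.26 ± 0.32, each higher in 8 of 8 tissues. Acot2 rose by 2.20 ± 0.33 and was higher in 7 of 8. Timp4 rose by 1.35 ± 0.20 and was higher in the 6 tissues where it differed. Cdkn1a rose by 1.67 ± 0.27 and was higher in 6 of 8. The largest adjusted p of these 10 genes was 0.00842 (edgeR).

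**Figure D4:**
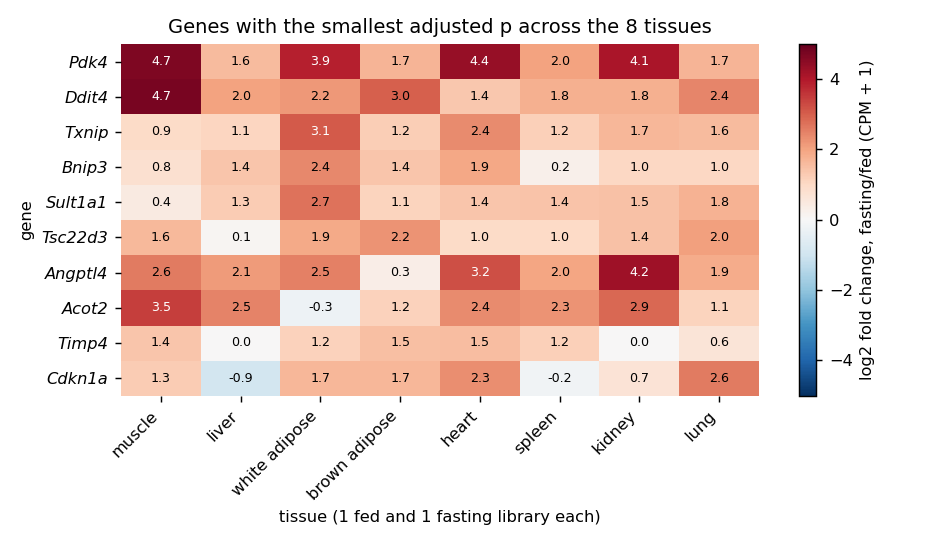
Log2 fold change (fasting over fed, CPM + 1) of the 10 genes with the smallest adjusted p across tissues, by tissue, with 1 fed and 1 fasting library each. Pdk4 and Ddit4 were higher in fasting in all 8 tissues. Cdkn1a was lower in liver (6.47 CPM in fed and 2.97 CPM in fasting) and in spleen (5.80 and 5.06 CPM), values near the level of 3 reads.

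Lists of 30 genes each, fixed before the counts were available, gave the direction of known fasting responses. Among genes at 10 CPM or more in either library, the list of genes that rise in fasting had a median log2 fold change from 0.70 (brown adipose) to 1.84 (white adipose), above all 10000 random lists matched on expression in every tissue. The list of genes that fall had a median of -2.38 in liver, -1.33 in white adipose (-1.30 with a gene at 0 set to its bound), -1.22 in heart, -0.86 in brown adipose, -0.75 in muscle and -0.42 in lung. In kidney it was -0.26, at the 3.69th percentile of random lists, and in spleen -0.20, at the 16.2th percentile, both inside the 95% range of random lists. The alternative that moved these medians most was a minimum of 50 CPM, under which the muscle median was -0.03. In the edgeR fit, 16 genes of the rising list were tested, of which 7 were called over all genes and 15 when adjusted over the list alone. Of 14 tested genes of the falling list, 1 (Idi1) was called over all genes and 7 when adjusted over the list alone.

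**Figure D5:**
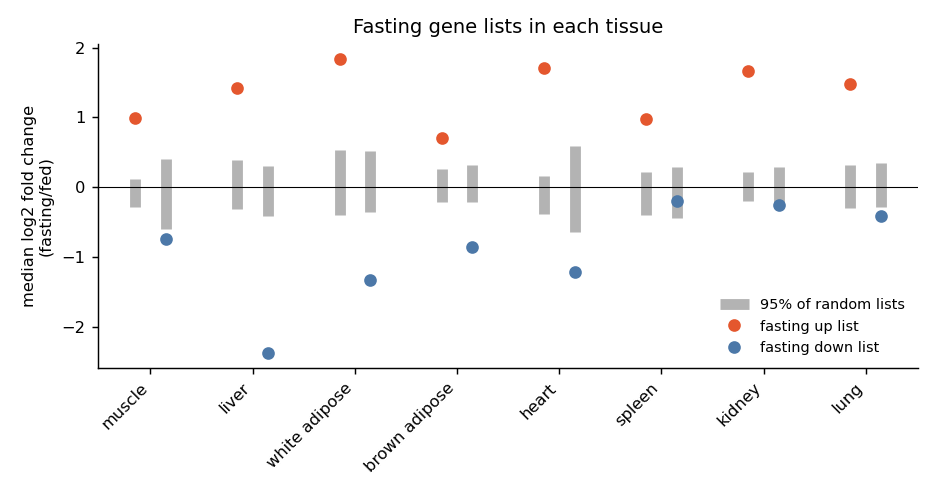
Median log2 fold change (fasting over fed) of the 2 fixed gene lists in each tissue, with the 95% range of random lists matched on expression as grey bars. The rising list lay above that range in all 8 tissues, and the falling list lay inside it in spleen and kidney.

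Of the genes the study's text names, Fabp4, a fatty acid carrier (ENSMUSG00000062515.3, chromosome 3, 10204088 to 10208576), was 6972 CPM in the white adipose fed and 32530 CPM in the white adipose fasting library (log2 fold change 2.22, exact interval 2.18 to 2.27). In brown adipose the change was 0.39 (0.34 to 0.43) and did not pass the fold threshold, and in lung it was -1.48 (-1.85 to -1.13), where 5 of the 6 adipocyte list genes other than Fabp4 and Adipoq were also lower in fasting. In both adipose tissues ENSMUST00000029041.5 was the main isoform of Fabp4, with 5408 reads in the brown adipose fed and 9044 reads in the brown adipose fasting library. Isoform a07f72ff had 8 and 34 reads there. Adipoq changed by 2.03 in white adipose, 0.06 in brown adipose and -2.88 in lung. Aqp7 rose by 2.91 in white adipose (7 against 43 reads, exact interval 1.74 to 4.30). Slc1a5 rose by 0.81 in white adipose (0.54 without genes found almost only in the fed library) and fell with -1.24 in brown adipose. Eif2d changed by 1.90 in brown adipose (5 against 24 reads) and -1.49 in spleen (27 against 11 reads). Neither Eif2d change passed adjustment over all genes (adjusted p of Fisher's exact test 0.154 and 0.253). Fth1 was called in white adipose only (0.75). Leaving out the genes found almost only in the fed library changes only the library sizes for the other genes, so it lowers every white adipose change alike. A drop as large as that of Slc1a5 puts Fth1 just below the fold threshold. Rps6, Rpl15 and Hnrnpd were called at the gene level in no tissue, and Ahnak was called in white adipose (1.24).

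The count table also held the transcripts without an annotated gene that the study names. Transcript 083daf7b (chromosome 4, 114329822 to 114338592) had 9 reads in the kidney fed and 2 in the kidney fasting library (log2 fold change -2.95, exact interval -6.20 to -0.68). Transcript 9f94b14f (chromosome 2, 167847214 to 167847805) had 1 read in the liver fed and 20 in the liver fasting library (4.52, 1.88 to 9.89), and 15 and 199 reads in kidney. A further one, on chromosome 18 (89835808 to 89841279), had 3 and 44 reads in white adipose (4.16, 2.52 to 6.49). Transcript f1bb2168 (chromosome 5, 89277762 to 89285927) had 4 and 3 reads in liver, below the depth at which a difference could be seen.

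The last comparisons concerned the annotations themselves, 1 for each tissue, made from fed and fasting reads together. They held from 14359 isoforms (heart) to 20638 isoforms (white adipose). Isoforms that carry a read name instead of a reference name made up from 35% (heart) to 44.6% (kidney), and isoforms in a reference gene with an intron chain that was neither a reference chain nor part of one made up from 25.3% (heart) to 33.6% (kidney). Isoforms of 1000 to 2000 nt made up from 29.1% (white adipose) to 37.3% (liver). The kidney annotation had 1554 loci named by position, of which 568 overlapped no reference gene on their strand and 201 of these had a multi-exon isoform. The restriction to multi-exon isoforms moved the number of loci named by position most, to 458 in kidney.

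Over the 8 annotations there were 51892 intron chains, of which 9.50% were in all 8 and 58.8% in 1 only. Chains found in 1 tissue numbered from 2105 in brown adipose (15.8% of its chains) to 5264 in kidney (27.9%), and their share was highest in spleen (29.1%). The transcripts that carry them had a median of 4 to 6 reads. When a chain had to have at least 3 reads and reads in the libraries of 1 tissue only, the alternative that moved these counts most, there were 100 in brown adipose and 1178 in kidney. Of the tissue-specific isoforms with reads, from 20.1% (liver) to 34.4% (lung) were the dominant isoform of their gene in that tissue. Among genes with at least 2 isoforms, this share was from 11.6% (brown adipose) to 19.2% (lung).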

Values the study reported

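The study reported 18.12 M long reads from direct RNA sequencing of its pooled samples, which came from 3 mice per treatment with a fasting period of 24 h. It put the number of kidney genes without annotation in current databases at about 200.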

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

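The tests chosen only after the result was seen were those of the difference between the 2 Tpm1 changes, of the Tpm1 isoforms and inclusion reads, of the fat genes in lung, and the use of the adjusted p for Eif2d; the test of the Tpm1 exon in each tissue and the adjustment of p over all genes were chosen before the data were examined.

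The inclusion of the Tpm1 exon singled out by the study changed in opposite directions in 2 tissues. It was lower in fasting in white adipose and higher in fasting in lung, and the difference of the 2 changes was -4.57 on the log2 odds scale, with an exact conditional p of 1e-05, the smallest that 100000 draws can give. With 1 library per tissue and treatment, this is a difference between libraries. The lung part of the contrast rested in part on Tpm1 isoforms found mainly in heart and muscle, which lack the exon. They contributed 160 exclusion reads to the lung fed library and 16 to the lung fasting library. Whether lung cells also make these isoforms was not determined. Without them the lung inclusion was 30.6% in fed and 44.7% in fasting, with an exact p of 0.0511, so a candidate explanation for part of the lung change is heart RNA in the lung fed library. A difference of 14.2 points in the same direction was left, and a smaller change due to fasting in lung stays open. In white adipose the same step removed 1 exclusion read from each library, and the difference kept its direction with an exact p of 0.00312, which argues against heart or muscle RNA there. The white adipose fed library held much epididymis RNA, described under the other observations. The 20 inclusion reads of that library may come from epididymis or from fat; no library of epididymis was sequenced, so this source and a response of fat to fasting cannot be told apart.

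Fabp4 and Adipoq, both abundant in fat cells, were higher in fasting in white adipose (2.22 and 2.03) and lower in fasting in lung (-1.48 and -2.88). The differences between the tissues were not tested. Of the other 6 genes of the adipocyte list, 5 were also higher in the lung fed library: Cfd was 518 against 146 CPM, Retn 66.3 against 23.2 CPM and Plin1 17.9 against 2.32 CPM, with Cidec and Lpl in the same direction. The exception was Cd36 (751 against 1168 CPM). Both lung libraries were above the floor for Cfd, Retn and Cd36, so the lung or its blood vessels may express part of the list. Fat tissue taken with the lung in the fed pool is consistent with 5 of 6 genes being higher there. This test replaced a first one, the summed brown adipose list, which was lower in the lung fasting library by a log2 fold change of -3.65 (exact interval -4.89 to -2.63) and also fitted. The first test was dropped because most of that sum in lung fed was Cox7a1 (155.9 of 232.9 CPM), which is abundant in the heart libraries too. The levels of the 6 genes had been seen when the second test was set, so its count describes the pattern and is no independent evidence for the explanation. In white adipose, the fed library held epididymis genes, and how far other tissue in it lowers the adipocyte genes was not determined, so the size of the rise in fasting and a response of fat to fasting stay open, untested.

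Slc1a5 was higher in fasting in white adipose (0.81) and lower in fasting in brown adipose (-1.24), and the difference was not tested. The white adipose fed library held epididymis genes, and what other tissue in it adds to or takes from the level of Slc1a5 was not determined. Without the genes found almost only in that fed library, the white adipose change was smaller and kept its direction, as given in the results above. No other technical explanation was tested for either change, and a biological difference between the tissues stays open, untested.

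Eif2d was higher in fasting in brown adipose (1.90) and lower in fasting in spleen (-1.49), and the difference was not tested. The changes rested on 5 against 24 reads and 27 against 11 reads. After adjustment over all genes of the tissue, the exact p was 0.154 in brown adipose and 0.253 in spleen. Counting error among many genes may therefore explain each call taken singly. This adjustment does not test the contrast between the tissues, so a biological difference stays open, untested.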

How the results depend on the processing

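Most alternatives here were chosen before the data were examined. The tests chosen only after the data were seen were those that left out the mitochondrial copies, the genes found almost only in white adipose fed, and the liver genes in muscle. Tissues are listed in the order muscle, liver, white adipose, brown adipose, heart, spleen, kidney and lung. No list value and no called value of a named item changed sign under any alternative that was run, but the direction of the majority of calls did with TMM sizes: the share higher in fasting went from 32.6% to 56.2% for spleen transcripts, from 32.7% to 51.8% for spleen genes, from 47.4% to 62.0% for heart genes and from 53.75% to 47.0% for white adipose transcripts. Of the 1344 comparisons with an alternative, most concern single named genes, transcripts or events, of which 900 kept their direction and their side of the threshold and 98 kept their direction and lost a call. Of the others, 220 kept their side of the threshold or stayed within 1.5 times the count, 125 moved by more than that, and 1 lost its place past a threshold. The cause of a change was not tested except where the construction of the alternative gives it. No analysis paired by mouse was possible because the labels give no replicate numbers that link fed and fasting animals, and each library is a pool.

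With a stricter threshold, an adjusted p below 0.01, the called genes numbered 329, 536, 1772, 198, 134, 50, 180 and 250, and the called transcripts 388, 589, 1820, 164, 115, 60, 177 and 229; fewer calls follow from the construction. With a fold threshold of log2 1 there were 568 genes in liver, 180 in spleen and 283 in kidney, and 225 transcripts in spleen; the other 12 counts stayed within 1.5 times. With an assumed BCV of 0.2 the edgeR exact test left 210, 194, 1318, 72, 30, 0, 28 and 97 genes and 329, 248, 1549, 68, 33, 0, 50 and 96 transcripts. With a BCV of 0.4 it left 75, 16, 463, 1, 2, 0, 4 and 14 genes and 133, 18, 547, 2, 2, 0, 3 and 9 transcripts. The BCV of the fit across tissues was 0.217 for genes, so a spread of like size between pooled libraries would leave few calls in spleen, heart and kidney. Each library pools several mice, so a spread of that size between animals would be smaller between libraries, and no such smaller BCV was run. A minimum of 10 reads, TMM sizes, a pseudocount of 1 CPM and the loss of the mitochondrial copies kept all 8 gene counts and all 8 transcript counts within 1.5 times.

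Depth limited the counts. In libraries thinned to the depth of the shallowest, the genes numbered 426 in muscle, 364 in brown adipose, 247 in heart and 182 in spleen, and the transcripts 517 in muscle, 767 in liver, 369 in brown adipose, 247 in heart, 201 in spleen and 386 in kidney. Splicing calls numbered 41 in muscle, 68 in liver, 77 in white adipose, 23 in brown adipose, 12 in heart, 44 in spleen and 65 in kidney. Counts of calls in tissues of different depth are therefore not directly comparable.

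Genes with a called transcript but no call at the gene level numbered 16, 26, 53, 8, 6, 7, 11 and 12 with an adjusted p below 0.01 at both levels, and 41, 34, 88, 40, 18, 45, 71 and 47 when the gene had to have a p of 0.05 or more. For isoform shares, a difference of 20 points left 5 genes in liver, 1 in brown adipose, 0 in heart, 1 in spleen and 2 in kidney, and a minimum of 50 reads left 2 in muscle; merging isoforms with the same intron chain changed no count by more than 1.5 times. Splicing calls at an adjusted p below 0.05 numbered 12, 28, 27, 2, 0, 1, 6 and 20, and a minimum of 20 reads kept all 8 counts within 1.5 times. The Tpm1 values kept their direction and their side of the threshold in all 8 tissues with isoforms that carry a reference name.

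In the fit across tissues, no filter on low counts gave 396 genes and 306 transcripts, of which 48 and 34 were among the 51 and 50 reported. Without the tissue block 0 genes and 0 transcripts passed, with 62 and 60 at an unadjusted p below 0.05; the spread between tissues then enters the error by construction. Across the 8 fits that each left out one tissue, the genes numbered from 19 (without heart) to 70 (without white adipose) and the transcripts from 27 (without brown adipose) to 63 (without white adipose). The genes were 26 without brown adipose and 23 without kidney, and the transcripts 30 without heart. Of the 51 genes, 17 were called without heart and 48 without white adipose. DESeq2 gave 65 genes (48 shared) and 50 transcripts (42 shared), and DESeq2 size factors gave 50 and 49. The 10 named genes stayed called in each of these fits in which they were tested, leave-one-out fits included, and lost the call only without the block.

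The falling list in muscle was the only list value that lost its place outside the range of random lists: at 50 CPM its median was -0.03, at the 58.6th percentile. The other 47 list values under an alternative kept their direction and side. Libraries were nearest to their own tissue in 16 of 16 cases with Spearman correlation and with 1 CPM, and in 15 of 16 with genes.

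In the annotations, multi-exon isoforms alone gave 264, 263, 298, 167, 192, 262, 458 and 222 loci named by position and 2123 in the comprehensive annotation, since many of these loci have 1 exon. Chains with at least 3 reads and reads in 1 tissue only numbered 986, 1162, 304, 100, 351, 723, 1178 and 426, far fewer than chains in 1 annotation only; reads of another tissue on the same isoform remove a chain by construction. Tolerance of 10 bp and the removal of nested chains kept all counts within 1.5 times.

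Among single named items, 34 of 64 gene values lost their call with a BCV of 0.4, 21 with a BCV of 0.2, 6 with a fold threshold of log2 1, 5 with adjusted p, 3 in thinned libraries and 1 with TMM, and 5 and 2 of 16 transcript values lost it with a BCV of 0.4 and 0.2. The 20 values of the fit lost it without the block, and the heart event in Ppif lost it with adjusted p.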

Other observations

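Tests chosen only after the result was seen were those of the epididymis, muscle, liver, Myl2, Ins2, macrophage, mitochondrial and splicing values and of the splits; those of atrium, thymus, oesophagus and pancreas tissue and of the white adipose count were written before their values were seen, on patterns noticed in the data.

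The recurrence of changes across tissues was set against other splits of the libraries. Of 100 splits that swap the fed and fasting labels within tissues, out of 128 possible, 1 gave as many genes (51) and 1 gave as many transcripts (50), in each case the real one. The highest count of another split was 6 genes and 5 transcripts. All 8 fed libraries came from 1 pool of mice and all 8 fasting libraries from another, so any difference between the pools other than feeding, such as the day of collection, follows the same split.

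The white adipose fed library held many genes of the epididymis, the sperm duct that lies beside one of the fat pads of male mice; the labels do not say which fat pad was taken. All 6 genes of the epididymis list that the count table holds were higher in this library than in each other library, and 4 of the 6 were also above the floor in white adipose fasting. No other list holds these genes. The most abundant were Gpx5 (18520 against 43.4 CPM in fasting) and Spag11b (11530 against 74.6 CPM). The next highest level of the list was 191 CPM, in white adipose fasting, and outside white adipose it was 2.09 CPM at most (heart fed), so no library of the series was high enough to be the source of reads carried over. The sperm genes Prm2 and Smcp of the testis list had 76.7 and 42.6 CPM in the fed library. Epididymis tissue taken with the fat in the fed pool may explain these values, and 6 of 6 genes fit it. In all, 203 genes, 148 of them loci named by position, were found almost only in this library and held 17.2% of its reads (95% Wilson interval 17.1 to 17.3). In no other library did such genes hold more than 0.430% of the reads.

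White adipose had the most called genes, and those 203 genes were not enough to explain it: with them left out of the features and library sizes, 2561 genes were called, against 881 in the next tissue. Genes that epididymis shares with other tissues stay in that count, so the mixture of tissues as a whole is not excluded. The adipocyte list was higher in white adipose fasting by a log2 fold change of 2.08 (exact interval 2.05 to 2.11), the red blood cell list by 2.06 (1.98 to 2.14), the fibroblast and mesothelium list by 1.27 (1.16 to 1.39) and the macrophage list by 1.20 (1.05 to 1.34). All 8 genes of the adipocyte, macrophage and fibroblast lists were above the floor in both libraries. Dilution by added tissue without blood, stromal or immune cells of its own would move the 4 lists alike. The adipocyte and red blood cell lists did move alike, while the fibroblast and macrophage lists rose less, by more than their intervals (1.20 for macrophage). Dilution by a tissue that brings fibroblasts and macrophages of its own stays open, as does a change in fat cells, untested.

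The muscle fed library held liver genes. The 8 genes of the liver list, of which 4 were also above the floor in muscle fasting, summed to 3601 CPM, with Alb at 1692 CPM and Apoa2 at 1095 CPM, against 21.7 and 24.6 CPM in muscle fasting. A fit of 180 liver genes, left of 197 after the Mup genes were taken out because reads can be split between their near-identical copies, by the profiles of the 2 liver libraries gave a share of 2.80% to the fasting liver profile (interval over 2000 resamples of the genes 2.21 to 3.51) and 0.911% to the fed liver profile (0.367 to 1.38). With the Mup genes, which include the largest falls in muscle, the shares were 4.0% (3.18 to 4.68) and 0.495% (0 to 1.21). Genes higher in fasting liver stood at 8.70% of the fed liver level in muscle fed, and genes lower in fasting liver at 1.62%. Liver tissue with the profile of the fed liver library would need no share of the fasting profile. Pancreas genes were also present: the pancreas list summed to 198 CPM in muscle fed, against 263 CPM that the fitted shares give and 4.34 CPM in muscle fasting, and 7 of its 8 genes were above the floor in muscle fed and 0 in muscle fasting. Reads or RNA of both liver libraries in the muscle fed library are consistent with these 198 CPM; liver of another state than either library was not tested. With 380 liver genes left out, which held 1.90% of muscle fed reads (95% Wilson interval 1.88 to 1.93) and 0.0382% of muscle fasting reads (0.0339 to 0.0431), 578 genes were called in muscle, an alternative chosen after seeing the data; 129 of the 422 genes called lower in fasting were among them.

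The lung fed library held genes of heart and thymus. Nppa was 3043 CPM in lung fed and 55.7 CPM in lung fasting, and Myl7 was 1296 and 144 CPM. Reads carried over from the heart libraries do not account for them, because the ventricle gene Myl2 would have to reach 81700 CPM at that share and was 30.5 CPM. All 8 genes of the atrium list were higher in lung fed, led by Myl4 (1016 against 128 CPM) and Sln (590 against 48.8 CPM); 4 of the 8 were also above the floor in lung fasting. Atrial tissue or the muscle of the lung veins, taken with the lung, may explain these 8 of 8 genes. All 6 genes of the thymus list in the table were higher in lung fed, led by Cd8b1 (147 against 6.97 CPM) and Dntt (143 against 2.32 CPM), and 0 were above the floor in lung fasting. Thymus tissue taken with the lung in the fed pool may explain Rag1 and Ccl25, with 6 of 6 genes. Krt13 and Krt4 in the lung fasting library had a weaker match: the 3 genes of the oesophagus list in the table were higher there, 1 of them shared with the skin list, but only Krtdap (74.3 against 0 CPM) was far above the floor, so oesophagus tissue and another squamous epithelium cannot be told apart. Kap, a kidney gene, had 113 CPM in lung fed while Umod had 3.58 and Miox 0 CPM there; no explanation was tested for it.

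Ins2 in the liver fed library went with exocrine pancreas genes. The pancreas list fell in liver fasting by a log2 fold change of -1.81 (exact interval -1.87 to -1.75), led by Cela2a (3719 against 1344 CPM) and Ctrb1 (3587 against 862 CPM), and all 8 of its genes were above the floor in both liver libraries. The 1 islet list gene in the table, Ins1, had 42 reads in liver fed and 1 in liver fasting. Pancreas tissue taken with the liver, with more of it in the fed pool, may explain the presence of these genes, and -1.81 is in the direction it needs. It leaves most of the fall of Ins2 unexplained: Ins2 fell by -6.61 (exact interval -11.92 to -4.10) and Ins1 by -5.19 (-10.53 to -2.64), both beyond the interval of the exocrine list, which argues against a smaller share of pancreas tissue of the same make-up as the whole cause. Pieces of pancreas with more islets in the fed pool and a change of insulin RNA in fasting stay open, untested. The muscle list was higher in brown adipose fed for 8 of 8 genes, led by Acta1 (429 against 96.9 CPM) and Ckm (270 against 61.3 CPM), with 7 above the floor in both libraries, so muscle tissue taken with the brown adipose may explain the fall of Mylpf and the other 7 genes of those 8. No biological explanation was tested for the tissue mixtures.

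Reads on nuclear copies of mitochondrial genes and on loci within 1000 nt of such copies made up 20.6% of all reads, and the share was highest in heart and brown adipose. The 7 copies that were aligned held 16.8% of all reads and were 92.9% to 100% identical to mitochondrial genes, or 98.9% when weighted by reads. The copies were selected by identity to mitochondrial genes, so the 98.9% is no test: reads of mitochondrial transcripts placed on the copies, for which the table has no mitochondrial isoform, and transcripts of the copies themselves cannot be told apart from these counts. The identity of the other loci, with 3.72% of all reads, was not measured.

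Counting error alone was set against the number of called splicing events. In heart there were 27 calls against 16.7 that equal inclusion gives, a ratio of 1.62, in brown adipose and spleen together 113 against 49.7, a ratio of 2.27, and in the other 5 tissues 554 against 136, a ratio of 4.08. For the spread of these numbers, the reads of each gene were dealt anew to the 2 libraries of a tissue 100 times, so that events of 1 gene shared reads as in the data. In 7 tissues no draw gave as many calls. In heart 3 of the 100 draws did, with up to 30 calls, and 0 events passed adjustment, so the excess in heart is weak, as 1 of 8 tissues looked at. In the other 7 tissues counting error does not account for all of the calls; tissue mixtures and responses to fasting were not separated.

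The other lists were looked at in every library. The highest summed level of the brain and nerve list was 366 CPM (lung fed), of the skin list 79.6 CPM (white adipose fed), of the mammary or glandular epithelium list 1294 CPM (white adipose fed), of the intestine list 4942 CPM (liver fasting, where Apoa4 belongs to it and to the rising fasting list), of the red blood cell list 118500 CPM (spleen fasting), and of the macrophage list 8404 CPM (lung fasting). The seminal vesicle list had 0 reads in every library. The liver list in white adipose fasting (3391 CPM) was almost wholly Trf (3384 CPM). Lists of the sampled tissues were highest in their own libraries: muscle at 120900, liver at 103000, heart at 27990, spleen at 9563, kidney at 23170, lung at 178000, brown adipose at 8493 and adipocyte at 68140 CPM.

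The assigned reads of the count table summed to 11006822. That is lower than the number of long reads quoted from the study above. The kidney annotation had 568 loci named by position that overlapped no reference gene on their strand. That is higher than the number of kidney genes quoted from the study above, and the count with a multi-exon isoform only was 201. The definitions differ: the study counted loci that overlap no gene of release 24, while the count here is against release 21 and includes loci antisense to a gene, so the 2 numbers are not directly comparable.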
